A study of Homo sapiens with 6 samples.

How the data were processed

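The data were splice junction tables from poly(A)-selected RNA of K562 cells, a human chronic myeloid leukaemia line. In all, 3 libraries came from cells with a wild-type U2AF1 knock-in and 3 from cells with the U2AF1 S34F substitution. U2AF1 is the small subunit of the splicing factor that binds the AG at the 3′ end of introns, and S34F replaces serine with phenylalanine in one of its zinc fingers. Poly(A)+ RNA was made into TruSeq libraries and sequenced as paired-end reads on a HiSeq2000 instrument, per the labels' protocols.

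Each library came with 1 deposited table that had no header and 9 columns in the layout of the STAR aligner's junction output. The columns give the chromosome, the first and last base of the intron, the strand, a motif code, whether the junction was annotated, 2 read counts and the largest overhang in nt. The deposited values used here were raw counts of uniquely mapped reads and of multi-mapped reads spanning each junction, with no normalization by the authors visible in the whole-number values. The aligner version, the genome build, the annotation and the junction filters were not stated in the labels or the files. Positions on chromosome 1 reached 249240354, which lies past the end of that chromosome in GRCh38, so the coordinates belong to an older build that the files do not name. Coordinates are printed as the files list them, 1-based, and were not converted. Genome sequence and gene annotation of that build were not used here. The base before each acceptor AG, reads per gene, the 2 gene lists fixed in advance, and the levels of U2AF1, SUGP1 and SF3B1 were therefore not analysed here, and events are identified by position instead of gene name.

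The 6 tables were joined on chromosome, start and end, which gave 780566 junctions, 242682 of them annotated. A junction missing from a table was counted as 0. Only junctions with a canonical-type motif code (1 to 6) entered the event tests. Junctions without one carried 0.0636% of the unique reads, and all 1462 of them were annotated. An unannotated junction without a canonical motif was present in 0 cases.

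All 5 classes of event were built from the unique counts. Acceptor usage is the share of a junction among all junctions from the same donor (5′ splice site). Competing acceptors are neighbouring acceptors (3′ splice sites) of one donor at most 100 nt apart, and the share is that of the upstream acceptor. Upstream cryptic acceptors are the pairs among these in which the junction to the upstream acceptor is unannotated, the junction to the downstream one is annotated, and the acceptors lie 10 to 30 nt apart, the class described for mutant SF3B1. The files record annotation per junction, so that an acceptor in an unannotated junction can be an annotated site of another donor. Cassette exons are exons of at most 500 nt whose flanking junctions share their outer ends with a skipping junction. Their inclusion level is the mean of both inclusion junctions divided by that mean plus the skipping junction. Competing donors mirror the competing acceptors at the 5′ splice site. An event needed at least 20 reads in every library and at least 10 reads on each side over the 6 libraries; a cassette exon needed at least 10 on each of its 3 junctions. The classes overlap: a competing acceptor pair or a skipped exon also appears in acceptor usage, and the upstream cryptic pairs are a subset of the competing acceptors.

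Each class was tested with edgeR 4.0.16 (R 4.3.3), using the quasi-likelihood F-test with robust dispersion estimates in its legacy mode. The model held 2 counts per library and event, an intercept per library, the count type, and the interaction of count type with S34F. The intercept per library removes library size and transcript abundance, so that scaling of the libraries has no bearing on the test. The tested coefficient is the change in log2 odds. Its standard error was taken as the absolute coefficient divided by the square root of F. An event was called when its Benjamini-Hochberg adjusted p-value was under 0.05 within its class and the group mean shares differed by at least 10 percentage points. Shares per library were compared with two-sided exact permutation tests, for which 3 against 3 libraries allow no p-value below 0.1. Intervals are 95% Clopper-Pearson intervals for the read shares of single libraries and 95% Wilson intervals for shares of pairs. Those on reads cover counting error only, since reads without molecular identifiers are not independent molecules. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

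The test was run on simulated counts in which each event kept its real depth and mean share. Its replicate spread was drawn at random from well covered real events of its class with a middling share. In acceptor usage, 100 events at each of 2 effect sizes were changed among 48402 events; edgeR called 0% of those changed by 2 in log2 odds and 37% of those changed by 4. For competing acceptors (5075 simulated events) it called 34% and 72%, for upstream cryptic acceptors (363 events, 42 changed per size) 50% and 71.4%, for cassette exons (17864 events) 1% and 45%, and for competing donors (2923 events) 39% and 71%. False calls numbered 2 for competing donors and 0 in each of the other classes. The simulation was revised once: a first version with 1 replicate spread for all events and only the smaller effect recovered 0% in acceptor usage and cassette exons. With edgeR, simulated changes of 2 in log2 odds were thus mostly missed in those classes. This holds for a setting with few changed events, where the adjusted p-value is strict. Among the real events, 19.9% in acceptor usage and 23.8% in cassette exons had an unadjusted p under 0.05, which eases that threshold. The recovery rates therefore do not give the power of the real tests. On the same simulated counts, DESeq2 called 31% and 70% in acceptor usage with 13 false calls, and 44% and 68% in cassette exons with 16 false calls. Limma called 1% and 45% in acceptor usage with 0 false calls, and 12% and 53% in cassette exons with 1 false call.

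The totals per library lay between 18074706 and 39279169 unique spliced reads. Replicates of a group differed by far more than sampling noise (chi-square per junction from 4.69 to 15.2). This comparison is with counting noise only, so it cannot tell separate cultures from repeat libraries of one culture. Each library was counted as a separate sample. The events named in the text were to be the 4 largest rises and 4 largest falls per class among calls in which the groups did not overlap, at most 1 per gene. Without gene names, 2 per direction are printed, and events at overlapping positions were counted as 1 locus. This rule, the groups, the tests and the alternatives were fixed before the data were examined, except where stated. The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2 odds with 0.5 added to each count, other read minimums, added multi-mapped reads, overhang and annotation filters, other distances and exon lengths, other minimum differences, a replicate block, and leaving out each library in turn. The alternatives chosen after seeing the data were edgeR's newer dispersion estimate and the upstream cryptic pairs whose upstream acceptor ends no annotated junction.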

Results

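Splice junctions were counted in 6 poly(A)+ RNA libraries of K562 cells, a human chronic myeloid leukaemia line. The groups were 3 libraries with a wild-type U2AF1 knock-in and 3 with U2AF1 S34F, a substitution in the splicing factor subunit that contacts the AG at the 3′ splice site. The wild-type libraries held 25429944, 24930980 and 19380519 uniquely mapped spliced reads, and the S34F libraries held 23462995, 18074706 and 39279169. S34F replicate 3 was thus the deepest library and S34F replicate 2 the shallowest. The comparison asks which splice site choices differ between S34F and wild-type cells. The series as a whole concerns missplicing by hotspot mutants of SF3B1, another splicing factor, so the cryptic acceptors described for SF3B1 mutants were examined as a class of their own. Splice site positions below are the first or last base of the intron in the coordinates of the files, whose genome build is not named. Genes, exons and untranslated regions at these positions were not analysed here. The annotation status given is that recorded in the files.

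Use of junctions outside the annotation was compared first. Unannotated junctions took 1.14% ± 0.11 of the unique reads in wild type and 1.31% ± 0.072 in S34F (mean ± SD, n = 3 each). The difference of 0.163 percentage points was not past the threshold in a two-sided exact permutation test (p = 0.2, adjusted p = 0.4 over the 2 shares compared), where 0.1 is the smallest p that 3 against 3 libraries allow. Wild-type replicate 1, at 1.25%, lay above S34F replicate 2, at 1.24%.

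Acceptor usage asks which 3′ splice site was joined to a given 5′ splice site. Of 51522 junctions tested at 23903 donors, 1092 junctions at 662 donors were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a difference of at least 10 percentage points). Their share of the donor rose at 532 and fell at 560, and 911 of the 1092 junctions were annotated. The shares of a donor's junctions add up to the whole, so a rise at a junction is a fall at others. The near balance of rises and falls is thus partly built in, and a single change can be counted at several junctions. The median absolute difference among the calls was 18.4 percentage points. The count depended on the tool and on which libraries were fitted. DESeq2 called 140 junctions, and limma on log2 odds called 0, with 9866 at an unadjusted p under 0.05. The fit without S34F replicate 3 called 77, and the fit without wild-type replicate 1 called 1932.

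The largest rise was at an unannotated junction on the plus strand of chromosome X, from the donor at 64808949 to the acceptor at 64936679, a site that an annotated junction also uses. It took 22.2% ± 4.4 of the donor's reads in wild type and 73.7% ± 7.3 in S34F (n = 3 each), from 23 to 69 reads per library. The change in log2 odds was 3.16 (SE 0.51, edgeR adjusted p = 0.000995). An annotated acceptor on the plus strand of chromosome 17 at position 25636125, joined to the donor at 25633909, rose from 32.8% ± 15.2 to 79.6% ± 5.9, a log2 odds change of 3.07 (SE 0.46, edgeR adjusted p = 0.000571). The largest falls were at annotated acceptors. On the minus strand of chromosome 1, the acceptor at 243319758 of the donor at 243327585 went from 79.0% ± 2.7 to 34.5% ± 4.9 (log2 odds -2.78, SE 0.40, edgeR adjusted p = 0.000421). On the plus strand of chromosome 5, the acceptor at 74889702 of the donor at 74886266 went from 51.5% ± 8.1 to 7.22% ± 3.6 (log2 odds -3.67, SE 0.63, edgeR adjusted p = 0.00186), on 22 to 45 reads per library. With limma on log2 odds none of these 4 junctions passed, with adjusted p-values from 0.0635 to 0.0645.

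Competing acceptors ask which of a pair of neighbouring 3′ splice sites was used. Of 5369 pairs at most 100 nt apart, 140 were called: 122 moved towards the downstream acceptor in S34F and 18 towards the upstream acceptor, so that 87.1% moved downstream. Both junctions were annotated in 93 of the 140 pairs, and both acceptor sites were used by some annotated junction in 100. Without the minimum difference, 322 pairs passed the adjusted p-value threshold and 898 of the 5369 had an unadjusted p under 0.05. The largest change of the count as a ratio was with DESeq2, to 37 calls, of which 33 moved downstream. Leaving out each library in turn gave from 101 to 150 calls. Among the 95 called pairs whose upstream acceptor was the major one in wild type, 91 moved downstream. Among the 45 whose upstream acceptor was the minor one, 31 did.

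**Figure D1:**
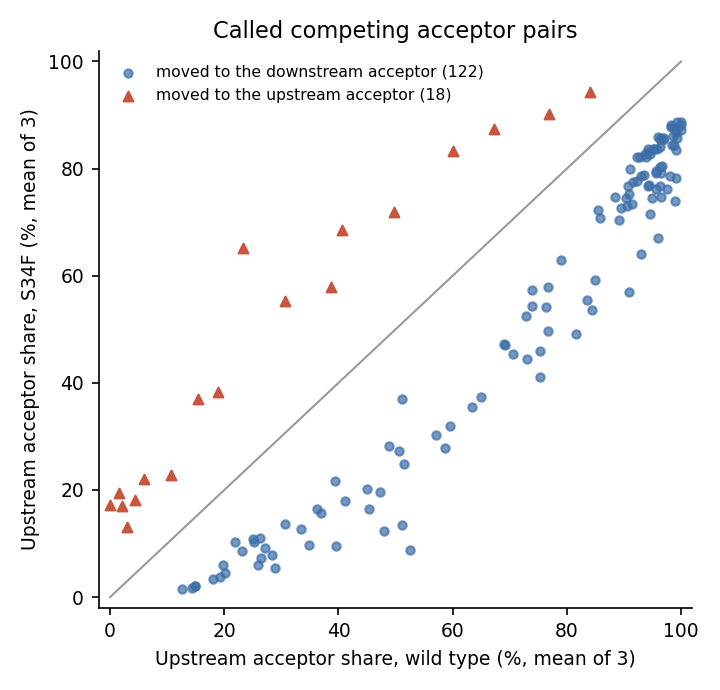
Mean share of the upstream acceptor in the 3 wild-type libraries (x axis, percent) against the 3 S34F libraries (y axis, percent) for the 140 called pairs of competing acceptors; the grey line marks equal shares. The 122 circles below the line moved towards the downstream acceptor, and the 18 triangles above it moved towards the upstream acceptor.

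The largest move to an upstream acceptor was on the minus strand of chromosome 22, from the donor at 21846282. The unannotated acceptor at 21842700 lay 29 nt upstream of the annotated one at 21842671, and its share went from 23.2% ± 5.1 in wild type to 65.2% ± 1.9 in S34F (n = 3 each; log2 odds 2.58, SE 0.35, edgeR adjusted p = 9.33e-07). On the plus strand of chromosome 5, the annotated acceptor at 112203068, 32 nt upstream of another at 112203100, rose from 40.7% ± 9.0 to 68.5% ± 6.8 (log2 odds 1.66, SE 0.25, edgeR adjusted p = 3.44e-06). That pair did not pass with DESeq2 (adjusted p = 0.0764) or with limma (adjusted p = 0.0638). The largest move downstream was on the plus strand of chromosome X, from the donor at 147027137. The acceptor at 147030202, 51 nt upstream of the one at 147030253, fell from 52.5% ± 4.1 to 8.89% ± 3.1 (log2 odds -3.65, SE 0.56, edgeR adjusted p = 8.36e-06). On the minus strand of chromosome 12, the acceptor at 120156667, 45 nt upstream of the one at 120156622, fell from 51.1% ± 17.8 to 13.4% ± 3.7 (log2 odds -2.81, SE 0.56, edgeR adjusted p = 0.000531), with 23 to 54 reads per library; with limma its adjusted p was 0.0553. All acceptors of the last 3 pairs were annotated.

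The distance between the acceptors was examined after the calls were seen. Among 2024 pairs at most 9 nt apart, 1 was called and 4.05% had an unadjusted p under 0.05 (95% Wilson interval 3.28% to 5.0%). Among 3345 pairs 10 to 100 nt apart, 139 were called and 24.4% had an unadjusted p under 0.05 (23.0% to 25.9%). Of the 139 calls, 122 moved downstream. The share with an unadjusted p under 0.05 was 13.5% at 10 to 20 nt, 27.7% at 31 to 50 nt and 31.3% at 51 to 100 nt. These intervals take pairs as independent, which neighbouring sites of one gene may not be.

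**Figure D2:**
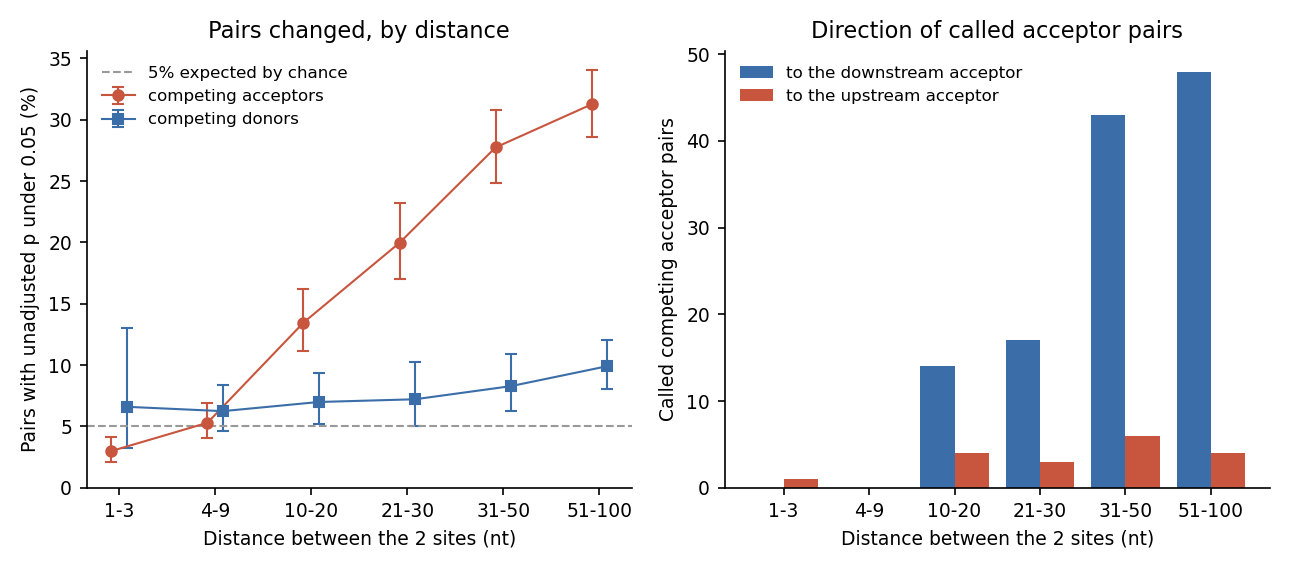
Left, percent of pairs of competing acceptors (circles) and competing donors (squares) with an unadjusted p under 0.05 (y axis) by distance between the sites in nt (x axis), with 95% Wilson intervals; the dashed line marks 5%. Right, number of called acceptor pairs (y axis) that moved downstream or upstream, by the same distances. Acceptor pairs reach 31.3% at 51 to 100 nt, where donor pairs are at 9.91%.

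Upstream cryptic acceptors were examined as the class described for mutant SF3B1. Of 405 pairs in which an unannotated junction ended 10 to 30 nt upstream of an annotated one from the same donor, 5 were called, 1 with more and 4 with less use of the upstream acceptor in S34F. The annotation is recorded per junction, and in 10 of the 405 pairs and 2 of the 5 calls the upstream acceptor is also the end of an annotated junction from another donor. Over the 395 pairs without such sites, 3 were called, 1 rise and 2 falls. The 1 rise was the chromosome 22 pair above. The 2 largest falls, both on the plus strand of chromosome 1, were at such sites and are therefore not cryptic acceptors. The acceptor at 155279833, 21 nt upstream of 155279854, fell from 47.2% ± 2.5 to 19.6% ± 5.7 (log2 odds -2.04, SE 0.40, edgeR adjusted p = 7.65e-05). The one at 161138202, 19 nt upstream of 161138221, fell from 26.4% ± 9.3 to 7.21% ± 1.5 (log2 odds -2.20, SE 0.47, edgeR adjusted p = 0.000463). DESeq2 called only the chromosome 22 pair; both falls then had an adjusted p of 0.0758. Summed over 4692 pairs of the class, by the annotation of the junctions, with no minimum on the upstream side beyond 1 read, the upstream acceptors took 0.114% ± 0.0064 of the pairs' reads in wild type and 0.124% ± 0.017 in S34F (n = 3 each). This difference was smaller than the spread between the S34F replicates (two-sided exact permutation p = 0.5, adjusted p = 0.5). S34F replicate 3 had the highest share, 0.142% (95% Clopper-Pearson interval 0.139% to 0.146%), and S34F replicate 2 the lowest, 0.109% (0.104% to 0.113%).

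Cassette exons ask whether an exon was included or skipped. Of 19137 exon and junction combinations, 450 were called, 172 with higher and 278 with lower inclusion in S34F. The calls covered 444 different pairs of exon start and end, at 383 donors of skipping junctions. Overlapping forms of an exon that differ at an end were counted apart. The count depended on which libraries were fitted. The fit without S34F replicate 3 called 0, with 2549 of 14623 combinations at an unadjusted p under 0.05, and the fit without wild-type replicate 1 called 1013. The fits without S34F replicate 1 and S34F replicate 2 called 28 and 34, and those without wild-type replicates 2 and 3 called 106 and 274. Leaving out a library also lowers power, so these counts do not show that single libraries carried the changes. Limma on log2 odds called 144, and DESeq2 called 351.

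Inclusion of a 100 nt exon on the minus strand of chromosome 3, from 196803457 to 196803556, went from 26.1% ± 3.9 in wild type to 65.7% ± 7.6 in S34F (n = 3 each; log2 odds 2.49, SE 0.48, edgeR adjusted p = 0.00916). A 74 nt exon on the minus strand of chromosome 2, from 175957271 to 175957344, went from 38.1% ± 16.6 to 74.96% ± 6.2 (log2 odds 2.33, SE 0.51, edgeR adjusted p = 0.0181). The largest fall was in a 167 nt exon on the plus strand of chromosome 10, from 70098260 to 70098426, from 65.4% ± 31.7 to 18.1% ± 4.0 (log2 odds -2.84, SE 0.67, edgeR adjusted p = 0.0224). In wild type this exon form was at 28.8% in replicate 1 against 82.0% and 85.3% in replicates 2 and 3. Its inclusion junctions were not both annotated. Annotated forms of 140 and 185 nt, with the same start and skipping junction, changed less (-22.9 and -31.3 percentage points). In the 140 nt form, wild-type replicate 1 (69.1%) lay within the S34F range of 57.7% to 69.9%. Each level sets a single form against skipping, so 18.1% is not the inclusion of all forms together. A 176 nt exon on the plus strand of chromosome 17, from 25634770 to 25634945, fell from 53.4% ± 18.2 to 12.6% ± 4.1 (log2 odds -3.02, SE 0.50, edgeR adjusted p = 0.00458). It lies between the donor and the acceptor of the chromosome 17 junction named under acceptor usage, which is its skipping junction. The inclusion junctions of this exon were not both annotated either. None of these 4 exons passed in the fit without S34F replicate 3, where their adjusted p-values were from 0.0993 to 0.142, or in the fit without S34F replicate 2, where they were from 0.0512 to 0.109. Without S34F replicate 1 the chromosome 3, 2 and 10 exons did not pass (adjusted p of 0.0546, 0.0916 and 0.0859), and without wild-type replicate 2 the chromosome 2 and 10 exons did not (0.0635 and 0.0832). The chromosome 10 exon also failed when multi-mapped reads were added (0.0769). With limma the chromosome 2 and chromosome 10 exons did not pass either (adjusted p of 0.0565 and 0.0736).

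**Figure D3:**
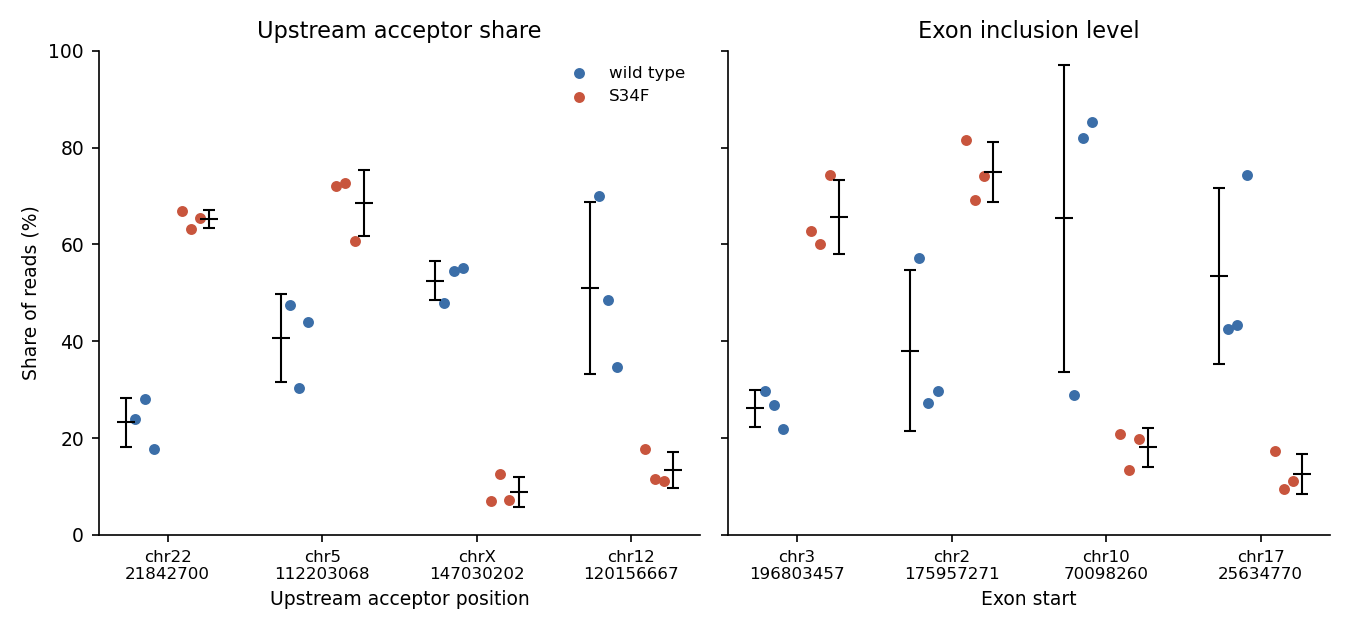
Share of the upstream acceptor in 4 competing acceptor pairs (left) and inclusion level of 4 cassette exons (right), both as percent of reads on the y axis, with 1 point per library in 3 wild-type and 3 S34F libraries. Black bars give the mean ± SD of each group. The events were chosen so that the S34F points lie outside the range of the wild-type points; in the chromosome 10 exon, wild-type replicate 1 is at 28.8%.

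Competing donors were tested as the mirror image at the 5′ splice site. Of 3131 pairs at most 100 nt apart, 1 was called, with 247 at an unadjusted p under 0.05 (7.89%). Of those 247, 44.5% moved downstream, compared with 77.6% of the 898 acceptor pairs at the same threshold (Fisher's exact test over pairs, which are not replicates, two-sided p = 2.33e-22). The called pair was on the plus strand of chromosome 17, with an unannotated donor at 34151104, 99 nt upstream of the annotated one at 34151203, both joined to the acceptor at 34160910. The upstream donor went from 13.4% ± 3.3 to 27.1% ± 4.0 (n = 3 each; log2 odds 1.34, SE 0.30, edgeR adjusted p = 0.0484). It was not called in 13 of 16 alternatives that gave it a value. With donors up to 500 nt apart the count was 50, with 31 moved to the upstream donor; an acceptor lay between the donors in 44 of these 50 pairs.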

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

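Both results below concern reads outside the main comparisons, and 3 such measures were looked at. Multi-mapped reads were counted with the unique ones only in an alternative. The tests for library depth and the test on the most-read chromosome M junctions were written down before their results were seen, and the test on the junctions with the most multi-mapped reads was chosen after. All S34F libraries lying above all wild-type libraries happens by chance in 5% of measures with 3 against 3 libraries.

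Multi-mapped reads made up a larger part of the spliced reads in S34F. They took 6.79% ± 0.30 in wild type and 7.65% ± 0.43 in S34F (mean ± SD, n = 3 each), a difference of 0.855 percentage points, with a two-sided exact permutation p of 0.1, the smallest this design allows. The values were 7.14%, 6.67% and 6.57% in wild type and 7.65%, 8.08% and 7.22% in S34F. A few abundant genes with near-identical copies do not carry the whole of it: without the 10 junctions with the most multi-mapped reads, the lowest S34F library stayed 0.25 percentage points above the highest wild-type library. The mean difference fell from 0.855 to 0.373 percentage points without them, so that these 10 junctions do carry a large part. Junctions listed only in deeper libraries do not carry it either, since over the 169025 junctions listed in all 6 libraries the groups stayed apart, though by only 0.0456 percentage points. The gap is thin, wild-type replicate 1 lies close to S34F replicate 3 in that comparison, and an effect of S34F, a difference between cell sublines and a chance ordering remain open.

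Reads at junctions on chromosome M, the mitochondrial chromosome, were more frequent in S34F. There were 13.3 ± 4.4 such reads per 1000000 unique spliced reads in wild type and 21.8 ± 3.9 in S34F (n = 3 each), a difference of 8.48 with a two-sided exact permutation p of 0.1. The reads were spread over 1992 junctions. Single abundant junctions do not explain it: without the 10 most-read ones, the lowest S34F library was 1.54 above the highest wild-type library. Library depth may contribute. Over the 6 junctions with a read in every library, the lowest S34F value was below the highest wild-type value (by -0.475), as it would be if the difference came from junctions listed only in deeper libraries. That test rests on the few reads of 6 junctions. The shallowest library, S34F replicate 2, had 18.5 (95% Clopper-Pearson interval 16.6 to 20.6, counting error only). This was not distinguishable from 17.5 (15.9 to 19.2) in wild-type replicate 1. It lay above 13.5 (12.1 to 15.04) in wild-type replicate 2 and 8.82 (7.55 to 10.2) in wild-type replicate 3. The wild-type libraries are all deeper, which argues against depth alone as the source of the difference between the groups. Within each group the value rose with library depth, so that a contribution of depth stays open. Mitochondrial transcripts have no introns removed by the spliceosome, so that these reads more likely reflect alignment or library artefacts than splicing; the source of the difference was not identified.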

How the results depend on the processing

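All alternatives were chosen before the data were examined, except edgeR's newer dispersion estimate and the restriction to upstream acceptors that end no annotated junction. Where no cause is given, the cause was not tested.

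For competing acceptors, calls leaned downstream under every alternative run, and the count of 140 stayed within 1.5 times under 5 settings that kept all 6 libraries: 175 with a mean of 20 reads, 135 with multi-mapped reads, 143 with the overhang minimum, 123 with the replicate block and 152 with the newer dispersion. It was 37 with DESeq2, 45 with limma on log2 odds, 77 with no low-count filter (39243 pairs tested), 81 with at least 50 reads and 86 within 50 nt (fewer pairs tested). It was 237 within 500 nt (more pairs tested), 50 with a minimum difference of 20 percentage points and 322 with none. The fits that each left out one library gave from 101 to 150.

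For acceptor usage, the count of 1092 was 140 with DESeq2, 0 with limma (9866 at an unadjusted p under 0.05, lowest adjusted p 0.0635), 522 with no low-count filter, 681 with at least 50 reads, 474 at 20 percentage points and 2392 with no minimum difference. The fits that each left out one library gave from 77 (without S34F replicate 3) to 1932 (without wild-type replicate 1). The other settings gave from 923 to 1271.

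For cassette exons, the count of 450 was 144 with limma, 255 with at least 50 reads, 203 at 20 percentage points, 1050 with no minimum difference and 246 with the replicate block. The fits that each left out one library gave from 0 (without S34F replicate 3, 2549 at an unadjusted p under 0.05) to 1013 (without wild-type replicate 1). The other settings gave from 351 to 550, with more exons less included than more included in each.

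For upstream cryptic acceptors, the count of 5 was 1 with DESeq2, 3 with no low-count filter, 1 with at least 50 reads, 2 at 20 percentage points, 10 with no minimum difference and 3 over the pairs whose upstream acceptor ends no annotated junction (395 of 405). The fits that each left out one library gave from 4 to 5. For competing donors, the count of 1 was 0 with DESeq2 (69 at an unadjusted p under 0.05), limma (225), a mean of 20 reads (279), no low-count filter (425), multi-mapped reads (286), the overhang minimum (243), donors within 50 nt (175), 20 percentage points (247), the replicate block (200) and the newer dispersion (265). It was 50 within 500 nt, where 44 pairs had an acceptor between the donors, and 2 with no minimum difference. The fits that each left out one library gave from 0 (150 to 250 at an unadjusted p under 0.05) to 4.

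The difference in unannotated junction share lay between 0.107 and 0.217 percentage points and that in upstream cryptic acceptor share between 0.00119 and 0.0194. Each moved from its reported value (0.163 and 0.0102) by less than the larger SD of the 2 groups (0.11 and 0.017). The lowest value for the cryptic acceptor share, 0.00119, was that without S34F replicate 3, so that this small difference rested largely on that library. Of 248 values of the 16 named events under the alternatives, 210 stayed called, 38 kept their direction without passing, and 0 reversed. Of the 38, 13 concern the competing donor pair.

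The replicate numbers do not pair the libraries: the correlations of the deviations from the group means in junction abundance were -0.166, -0.143 and -0.0135 for numbers 1, 2 and 3. The replicate block changed the call of 1 named event, the competing donor pair, and the counts above.

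The base before each acceptor, reads per gene and their alternatives were not run, since they need sequence and annotation of the files' build. Some named events rest on few reads, such as the acceptor pair on chromosome X with 22 to 84 reads per library. That pair stayed called in all 14 alternatives that gave it a value, and an effect of depth on such events was not tested.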

Other observations

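The tests in this part were chosen after the results they concern had been seen, and the counts over other splits of the samples were also seen before their outcome was written down.

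In 4 of the classes no other division of the 6 libraries gave any calls. For acceptor usage, competing acceptors, upstream cryptic acceptors and cassette exons, 1 of the 10 splits into 3 and 3 libraries, the real one, gave as many calls. For competing donors, 3 of the 10 splits gave as many as the single call. With 10 splits the share cannot fall under 0.1, so that the design cannot tell the genotype from a chance division of the libraries by this count alone.

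Competing acceptors moved downstream in 87.1% of the 140 called pairs. A coverage bias along the transcript would move competing donors the same way, but only 44.5% of the donor pairs with an unadjusted p under 0.05 moved downstream. A larger room for downstream moves where the upstream acceptor dominates is not the whole of it, since 68.9% of the called pairs whose upstream acceptor was the minor one in wild type also moved downstream (31 of 45, two-sided exact binomial p = 0.0161 over pairs). It may add to the direction, as 95.8% moved downstream where the upstream acceptor was the major one. Exon skipping counted as use of a distant acceptor is not needed: 87.1% moved downstream among the 139 called pairs with no donor between the acceptors. The depth of S34F replicate 3 is not needed either, with 90.1% downstream in the fit without it. A candidate explanation is that S34F weakens use of the first AG met after the branch point in favour of a later one. The sequence at the acceptors, which would test this, was not analysed here, and a difference between sublines of the cells stays open.

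Pairs of acceptors at most 9 nt apart hardly changed, with 1 call among 2024. Lower power does not account for this: at the call rate of pairs more than 9 nt apart matched on read total and on the share of the minor acceptor, 141 calls would be expected. At an unadjusted p under 0.05, 82 close pairs were seen and 549 would be expected. Reads placed at either of 2 nearby sites by the aligner were not tested and stay open. A hypothesis is that acceptors this close share 1 binding event of the U2AF complex, so that S34F changes both alike. Competing donors at most 9 nt apart, a control without that site, had 6.3% with an unadjusted p under 0.05, and donors 10 to 100 nt apart had 8.39%.

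Chromosome 13 separated the libraries in a way the groups do not explain. Its median junction level relative to the mean of the 6 libraries was -0.37 in wild-type replicate 1 and -0.42 in S34F replicate 2 on the log2 scale. It was 0.25 and 0.23 in wild-type replicates 2 and 3, and 0.20 and 0.09 in S34F replicates 1 and 3. A few abundant genes are not the source, since at least 93.2% of the chromosome 13 junctions lay below the mean in each of the 2 libraries. Base composition of the libraries would also lower other AT-rich chromosomes, but the lower of the 2 medians of chromosome 4 was -0.0072. Wild-type replicate 1 does not lie with the S34F libraries: over the competing acceptor calls made without it, it lay 16.2% of the way from the wild-type to the S34F mean (95% interval of the median 10.5% to 23.6%). A lower copy number of the chromosome in a cell subline shared by both libraries was not tested independently. Both libraries were below the other 4 in 9 of 9 segments of 10 Mb, which was nearly fixed once so many of the junctions were lower and decides nothing. Across annotated junctions, which are not independent replicates and include those of chromosome 13, the abundance of wild-type replicate 1 correlated more with S34F replicate 2 (Pearson r = 0.952) than with wild-type replicates 2 and 3 (r = 0.939 and 0.944). The deviations of these 2 libraries from their group means had a correlation of 0.241, but other pairs across the groups were also above 0: 0.174 for wild-type replicate 3 with S34F replicate 1 and 0.101 for wild-type replicate 2 with S34F replicate 3. A shared subline remains a hypothesis. Both groups hold 1 of the 2 libraries, so the difference does not follow the genotype.

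Wild-type replicate 1 also lay between the groups in splicing. Over the calls made without it, its median position was 35.1% of the way to the S34F mean in acceptor usage (95% interval 32.7% to 36.9%) and 38.4% in cassette exons (35.8% to 40.9%). Wild-type replicates 2 and 3 lay from 0% to 2.65%, but each over its own, smaller set of calls. These sets held 461 and 635 calls in acceptor usage and 106 and 274 in cassette exons, so the positions are not over the same events. An admixture of S34F cells would put wild-type replicate 1 at the same position in each class, but in competing acceptors it was at 16.2%. Admixture is therefore not the whole of it, although a smaller part is not excluded. The calls were selected on the libraries left in, which favours events that set wild-type replicates 2 and 3 apart from the rest. Leaving this library out raised the calls from 450 to 1013 in cassette exons and from 1092 to 1932 in acceptor usage, and only from 140 to 150 in competing acceptors.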
